A study of Nannochloropsis oceanica with 6 samples. Its data were reported in "Remodeling of the 3D chromatin architecture in the marine microalga Nannochloropsis oceanica during lipid accumulation" (2023).

How the data were processed

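Poly-A selected RNA of Nannochloropsis oceanica IMET1 had been sequenced, per the paper's methods, as strand-nonspecific paired-end libraries. The 6 libraries analysed here fall into 3 groups of 2: C0 (day 0, at 80 µmol photons per square metre per second), N1 and N2 (1 and 2 days without nitrogen, at 50 µmol). Groups were taken from the labels, and that of N2 replicate 2, which lacks a treatment label, from its title. The labels speak of more replicates than were sequenced here, and the paper calls its RNA libraries biological replicates. Nothing in the labels says that the libraries came from separate cultures, so the p-values may measure only technical spread. Per gene, replicate libraries differed by a chi-square of 1.76 in C0, 2.06 in N1 and 3.42 in N2, where counting error alone would give about 1. Since strand was not used, reads of overlapping genes on opposite strands cannot be told apart.

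Per the paper's methods and the submitters' processing notes, reads were trimmed with Trim Galore, aligned with STAR to the IMET1 genome of the NanDeSyn database, marked for duplicates with Picard and counted with featureCounts and StringTie, and edgeR was used for the comparisons. No versions are given for these tools. The columns of the per-sample tables are of the kind that RSEM writes, a tool that no source names. The deposited per-sample tables hold expected counts per gene, estimated by the authors and given with decimals. The deposited TPM column holds transcripts scaled by length and library as computed by the authors. The deposited FPKM column holds fragments scaled by effective length and library total as computed by the authors, and differed from the value given by expected count, effective length and library total by a median of 0.00602%. The authors' comparison tables hold a log2 fold change per gene, computed by the authors with edgeR per the paper's methods. Those deposited tables also hold the authors' p-value and false discovery rate per gene, and hold only genes with an absolute log2 fold change above 1 and a false discovery rate below 0.05, tested on the values. Of these genes 55 for N1 and C0, 80 for N2 and C0 and 52 for N2 and N1 had a p of 0.01 or more. No genome or annotation was used here, and gene identifiers and descriptions were those of the files. Of 10569 genes 6747 had a description and 6029 a named function. Identifiers of 236 loci carried no chromosome number, and these loci are reported as a group only.

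The design had assumed whole counts, but the files hold estimated counts, which were rounded. Between 78.9% and 80.1% of the estimated counts of a library were whole to a tolerance of 0.005, and rounding changed a library total by at most 19.0 counts. In all 6 libraries 7293 of the tested genes (74.9%) had whole counts, and in none 1665 did. Library totals lay between 4875888 and 6523021. Genes with at least 1 CPM in at least 2 libraries were tested, 9736 in all. The other 833 held 0.0135% of the counts. Counts were scaled by TMM (factors from 0.962 to 1.04) and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with group as the only term and all 6 libraries in one fit (common dispersion 0.00244, median prior degrees of freedom 10.8). A gene was called at a Benjamini-Hochberg adjusted p below 0.05 over all genes tested. The test is two-sided. The printed SE is approximate, the absolute log2 fold change divided by the square root of the quasi-likelihood F. CPM values are scaled by TMM and given with their SD. The median SE of a log2 fold change was 0.113 for N1 against C0, 0.107 for N2 against C0 and 0.108 for N2 against N1. A group with no counts was given a floor of 3 counts per library for a lower bound of the fold change. A group with 1 to 3 counts got a ratio with an exact 95% interval. Floors and intervals cover counting error only.

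The comparisons, the tests and the gene lists were fixed before the data were examined. The lists were made as searches in the gene descriptions (nitrogen uptake and assimilation, urea cycle, light harvesting, photosystem and electron transport, chlorophyll synthesis, Calvin cycle, ribosomal proteins, aminoacyl-tRNA synthetases, proteasome, autophagy, TCA cycle, pyruvate and acetyl-CoA supply, fatty acid synthesis, fatty acid desaturation and elongation, glycerolipid assembly, lipases, fatty acid beta-oxidation, DNA replication, histones, histone-modifying enzymes, chaperones and heat shock, antioxidant enzymes), as the loci without a chromosome number, and as 4 groups of lipid genes that the study named. Lists with at least 5 measured members were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, two-sided against all other genes, and adjusted over the lists of a comparison. The estimated correlation and fry were alternatives. Camera with an estimated correlation rests on the few residual degrees of freedom of 6 libraries in 3 groups. For 30 raised genes simulated for N1 against C0, camera gave p = 3.26e-59 with the preset and p = 0.000372 with the estimated correlation. A list call lost there therefore does not by itself show correlated genes, although that simulated list kept a p below 0.05 both ways. In the data the estimated correlation lay above the preset for, among others, light harvesting (0.439), the Calvin cycle (0.142) and ribosomal proteins (0.131). Their p-values with the preset may thus be too small. For others, such as the proteasome (0.0022) and chaperones (-0.0015), the estimate lay below the preset.

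Named genes followed a rule fixed together with the lists. It took every measured gene of the study's lists, in each searched list up to 2 called members per direction and comparison against C0 with the largest change, and the 6 largest rises and 6 largest falls against C0 and 5 and 5 between N2 and N1, all but the first with a mean of at least 10 CPM. The rule took 163 genes. Printing was then shortened, after values were seen, to the study's genes, the largest single changes, most of the members with the largest change per searched list, direction and comparison, and some others, without the loci that have no chromosome number. All 163 entered the alternatives. Of these 163, 106 had whole counts in all libraries and 27 in none.

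Alternatives were DESeq2 1.42.0, DESeq2 size factors or library totals in edgeR, edgeR's exact test, other filters, only the libraries compared, the replicate number as a block, limma on log2(FPKM + 1), also with a pseudocount of 0.1, other thresholds, and leaving out each library in turn. Gene counts restricted to genes with whole counts and tests of KEGG pathways given in the files were added after the data were seen. The overlap of the comparisons against C0 was set beside 20 simulations with shared controls. Values per library and list were summarised with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9.

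The fit was tested on simulated data with 200 changed genes among 9682 for N1 against C0, 9679 for N2 against C0 and 9684 for N2 against N1. The changed genes were drawn from those with a mean of at least 10 CPM, and were far fewer than the genes called in the data. Recovery at lower counts, and scaling with as many changed genes as in the data, were not tested. Changes of 1.5-fold were recovered in 80.6%, 82.1% and 88.1% of cases, in that order, changes of 2-fold in 98.5%, 100% and 98.5%, and changes of 4-fold in 100%. Of 9482, 9479 and 9484 unchanged genes 13, 13 and 20 were called. Groups of 2 libraries allow no test for single outlying libraries. Groups this small also leave too few other splits of the samples to count.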

Results

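Messenger RNA was measured by sequencing in 6 libraries of Nannochloropsis oceanica IMET1, a marine microalga that stores oil, in 3 groups of 2 libraries. The C0 libraries came from day 0, at a light of 80 µmol photons per square metre per second, before the cells were washed and moved to medium without nitrogen. The N1 and N2 libraries came from cells kept for 1 and 2 days without nitrogen at 50 µmol photons per square metre per second. The library totals were 5031277 and 5198270 estimated counts in C0, 5202554 and 4875888 in N1, and 6523021 and 6379149 in N2. Across genes, which are not independent replicates, the Pearson correlation of log2(FPKM + 1) between the libraries of a group was 0.977 in C0, 0.977 in N1 and 0.979 in N2. Between groups it lay between 0.853 and 0.856 for C0 and N1, between 0.873 and 0.877 for C0 and N2, and between 0.938 and 0.940 for N1 and N2. Values in CPM, which are counts scaled by library total and TMM factor, are given as mean ± SD of n = 2 libraries. Changes are log2 fold changes ± an approximate SE from the fit over all 6 libraries, also where a gene is said to have risen by a value. The gene with the highest count was an ammonium transporter (NO09G03110, chosen after its values were seen) in N1, with 13270 ± 221 CPM, and a high affinity nitrate transporter (NO14G02450) in N2, with 11310 ± 15.2 CPM. Loci without a chromosome number in their identifier held 1.01% ± 0.0588 of the counts in C0 (SD, n = 2), 0.635% ± 0.0192 in N1 and 0.665% ± 0.0089 in N2. Every named gene described as having risen or fallen had an edgeR adjusted p below the threshold of 0.05, and each gene's chromosome number is given by the digits before the G of its identifier. Fractional estimated counts, in at least some libraries, underlay NO14G02450.

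The first comparison set N1 against C0, for the question of which transcripts differ after the first day without nitrogen. Of 24 genes of nitrogen uptake and assimilation 16 rose, with an ammonium transporter Rh type B (NO30G00980) going from 42.4 ± 1.54 to 1696 ± 38.6 CPM, a 40.0-fold difference. Most genes of chlorophyll synthesis (17 of 21) and the TCA cycle (16 of 25) also rose. Most genes of ribosomal proteins (93 of 125), aminoacyl-tRNA synthetases (30 of 49), the proteasome (34 of 51) and chaperones (60 of 96) fell. As lists these passed with a preset correlation between genes, but none did with an estimated correlation. Of 9736 genes tested, 3240 rose and 3611 fell, 1296 and 1450 of them by at least 2-fold, and 412 and 383 by at least 4-fold. Rises made up 47.3% of the calls, 49.1% with DESeq2 size factors and 44.4% where only library totals scaled the counts. The size of the excess of falls thus depended on the scaling.

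The list of nitrogen uptake and assimilation had 24 measured members, of which 16 rose, 5 fell and 3 did not pass (median log2 fold change 1.70, camera adjusted p = 0.00321, and adjusted p = 0.217 with an estimated correlation). The high affinity nitrate transporter NO14G02450 rose by 5.23 ± 0.020, from 203 ± 2.14 to 7605 ± 9.92 CPM, and NO30G00980 rose by 5.32 ± 0.060. Ferredoxin-nitrite reductase (NO26G00710), which turns nitrite into ammonium in the plastid, rose by 4.58 ± 0.031. Another ammonium transporter (NO20G02430) fell, with a log2 fold change of -2.47 ± 0.073. The list also held a folylpolyglutamate synthase (NO12G02010), an enzyme of folate metabolism, which fell (-2.07 ± 0.12). Of the 8 urea cycle genes, 5 rose and 2 fell, and the list as a whole did not pass (median log2 fold change 0.20, camera adjusted p = 0.382). Argininosuccinate synthase (NO05G00910) rose by 1.19 ± 0.047, and arginase-1 (NO16G01720), which splits arginine into ornithine and urea, fell (-0.96 ± 0.11). In at least some libraries the estimated counts of NO14G02450 were not whole numbers.

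**Figure D1:**
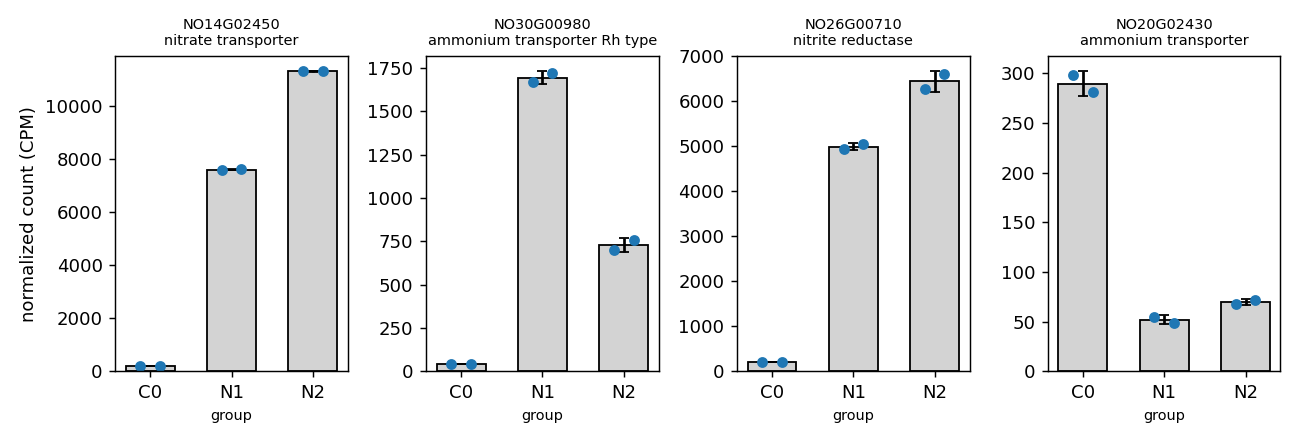
CPM of 4 genes of nitrogen uptake and assimilation, on a linear axis, in C0 and after 1 and 2 days without nitrogen. Bars show the mean, error bars the SD and points the 2 libraries of each group; NO14G02450 lay at a mean of 203 CPM in C0 and 7605 CPM in N1, while the ammonium transporter NO20G02430 lay at 290 and 52.1 CPM.

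Among photosynthesis genes, the light harvesting list split, with 11 of 23 members higher, 6 lower and 6 not passing, and the list did not pass as a whole (median log2 fold change 0.065, camera adjusted p = 0.646, with a mean of -0.055). A gene described as a fucoxanthin-chlorophyll a-c binding protein, an antenna protein of the plastid, rose by 1.85 ± 0.082 (NO07G03080). Another gene so described fell (NO09G00450, -1.68 ± 0.044). The description does not show which pigments these proteins bind. In the photosystem and electron transport list 6 of 14 members rose and 4 fell (median log2 fold change 0.11, camera adjusted p = 0.974, with a mean of -0.17). The iron-sulfur subunit of the cytochrome b6-f complex (NO05G02060) rose by 0.54 ± 0.18, a call that ended with the DESeq2 test (adjusted p = 0.198), without C0 replicate 2 (adjusted p = 0.175) and without N1 replicate 2 (adjusted p = 0.0546). A carboxyl-terminal-processing protease (NO07G02610), a peptidase and no carrier of electrons, fell (-2.10 ± 0.11). Chlorophyll synthesis rose, with 17 of 21 members higher and 2 lower (median log2 fold change 1.37, camera adjusted p = 3.13e-05, and adjusted p = 0.217 with an estimated correlation). Magnesium-protoporphyrin O-methyltransferase (NO05G04210) rose by 2.43 ± 0.074, and a protochlorophyllide-dependent translocon component (NO05G04600), a protein of plastid import, fell from 356 ± 24.6 to 126 ± 0.780 CPM. In the Calvin cycle list 22 of 38 members rose and 7 fell (median log2 fold change 0.35, camera adjusted p = 0.00388, and adjusted p = 0.355 with an estimated correlation). Among called members with a mean of at least 10 CPM, the largest rise was that of an aldolase described as cytosolic (NO01G03170, 3.05 ± 0.12). The largest fall among them was that of a transketolase (NO14G02050, -1.70 ± 0.055). Not every library had whole-number estimated counts for NO09G00450, NO05G02060 and NO01G03170.

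Of 25 TCA cycle genes 16 rose and 4 fell (median log2 fold change 1.18, camera adjusted p = 0.00328, and adjusted p = 0.217 with an estimated correlation), among them a fumarate hydratase (NO02G04180, 2.71 ± 0.098). A malate dehydrogenase described as cytoplasmic (NO05G03790) had no counts in C0 and 5.31 ± 1.18 CPM in N1, at least 9.08-fold higher. A gene described as a probable 2-oxoglutarate dehydrogenase E1 component DHKTD1 (NO16G00280) fell (-1.99 ± 0.11). That description does not show that it acts in the TCA cycle. Of 26 genes of pyruvate and acetyl-CoA supply 18 rose and 4 fell (median log2 fold change 0.80, camera adjusted p = 0.00321, and adjusted p = 0.293 with an estimated correlation). The largest rise in that list belonged to a pyruvate dehydrogenase kinase (NO03G02660, 2.73 ± 0.067), which is known to inactivate pyruvate dehydrogenase. ATP-citrate synthase (NO01G01420), which makes acetyl-CoA from citrate in the cytosol, fell (-1.51 ± 0.047). Fatty acid beta-oxidation genes did not pass as a list (13 higher and 6 lower of 26, median log2 fold change 0.39, camera adjusted p = 0.0815). The search by description for this list took in a mitochondrial hydroxyacyl-thioester dehydratase (NO17G00030, 2.29 ± 0.17) and glutaryl-CoA dehydrogenase (NO16G01540, -2.08 ± 0.074). Their descriptions do not show that they act in beta-oxidation. Estimated counts that were not whole numbers in every library belonged to NO02G04180, NO05G03790 and NO03G02660.

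The study that named the lipid genes below described some of them as raised and others as lowered in these same samples, so their counts are not independent evidence of direction. Of its 11 fatty acid synthesis genes 9 rose and 2 fell (median log2 fold change 0.85, camera adjusted p = 0.00700, and adjusted p = 0.217 with an estimated correlation). Acetyl-CoA carboxylase (NO09G00220), which commits acetyl-CoA to fatty acid synthesis, rose by 1.80 ± 0.038, enoyl-ACP reductase (NO23G00560) by 1.76 ± 0.050, the dehydratase FabZ (NO16G02130) by 1.73 ± 0.085, and NO30G00840, which the study calls an acyl carrier protein, by 1.49 ± 0.042. The ketoacyl-ACP synthases, which lengthen the acyl chain, rose by 1.00 ± 0.045 (NO28G00410), 0.85 ± 0.067 (NO28G00420) and 0.60 ± 0.064 (NO04G04430). Malonyl CoA-ACP transacylase (NO07G02760) rose by 0.54 ± 0.071 and a mitochondrial acyl carrier protein (NO29G00550) by 0.84 ± 0.10. A polyketide synthase-like gene (NO11G02690) fell (-1.05 ± 0.042). The study calls both this gene and NO03G00560 type I fatty acid synthase (FASI). NO03G00560, which the files describe as a WD repeat protein, fell (-0.36 ± 0.12), but this call ended with the DESeq2 test (adjusted p = 0.134) and without C0 replicate 1, C0 replicate 2 or N1 replicate 2 (adjusted p = 0.0565, 0.0630 and 0.324). The 4 desaturases of the study put double bonds into acyl chains and were named there as lower without nitrogen. They fell here on the same samples: NO11G02480 (-1.82 ± 0.047), NO14G02790 (-1.43 ± 0.047), NO28G00700 (-1.17 ± 0.046) and NO16G02680 (-0.98 ± 0.050). Fractional estimated counts, in at least some libraries, underlay NO30G00840 and NO28G00700.

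Every one of the 5 genes the study named for triacylglycerol (TAG) assembly and the lipid droplet rose (median log2 fold change 1.57, camera adjusted p = 0.00353, and adjusted p = 0.217 with an estimated correlation), genes that the study described as elevated in these same samples. NO11G02550, the lipid droplet surface protein of the study, rose from 1294 ± 5.54 to 6244 ± 131 CPM (2.27 ± 0.024). The acyltransferases NO28G01540 and NO12G00800 rose by 2.27 ± 0.10 and 0.93 ± 0.049, phosphatidate phosphatase (NO05G01140), which makes diacylglycerol, by 1.57 ± 0.10, and phospholipid:diacylglycerol acyltransferase (NO13G01310) by 1.14 ± 0.056. The TAG lipases that the study named as lower in these samples fell, SDP1 (NO10G00490) with -1.14 ± 0.080 and a putative lipase ROG1 (NO25G00850) with -1.81 ± 0.27. In the wider lists searched by description, fatty acid synthesis had 16 of 27 members higher and 8 lower (median log2 fold change 0.54, camera adjusted p = 0.104), and a polyketide synthase-like gene (NO03G02790) had its largest fall (-1.14 ± 0.061). Desaturation and elongation had 12 of 30 members higher and 12 lower (median log2 fold change -0.0056, camera adjusted p = 0.974, with a mean of 0.0034 and a test direction of up). In that list an acyl-lipid (8-3)-desaturase (NO06G00120) rose by 2.64 ± 0.080 and an elongase of very long chain fatty acids (NO03G03780) fell (-2.35 ± 0.073). Glycerolipid assembly had 14 of 27 higher and 7 lower (median log2 fold change 0.21, camera adjusted p = 0.142, with a mean of -0.013 that was 0.16 with its member at 0 in N1 at the bound). Its 2-acylglycerol O-acyltransferase 3 (NO19G01680) rose by 2.80 ± 0.11, whereas a diacylglycerol O-acyltransferase 2 (NO01G01000), which makes TAG, went from 48.8 ± 2.20 CPM to no counts, at least 79.1-fold lower. Lipases, a list that also took in phospholipases, had 15 of 40 higher and 13 lower (median log2 fold change 0.080, camera adjusted p = 0.555), with a rise of 3.54 ± 0.079 in a lipase (NO30G00620) and a fall in lysophospholipase-like protein 1 (NO03G03910, -2.57 ± 0.15). In at least some libraries the estimated counts of NO28G01540, NO05G01140, NO25G00850, NO03G03780 and NO01G01000 were not whole numbers.

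**Figure D2:**
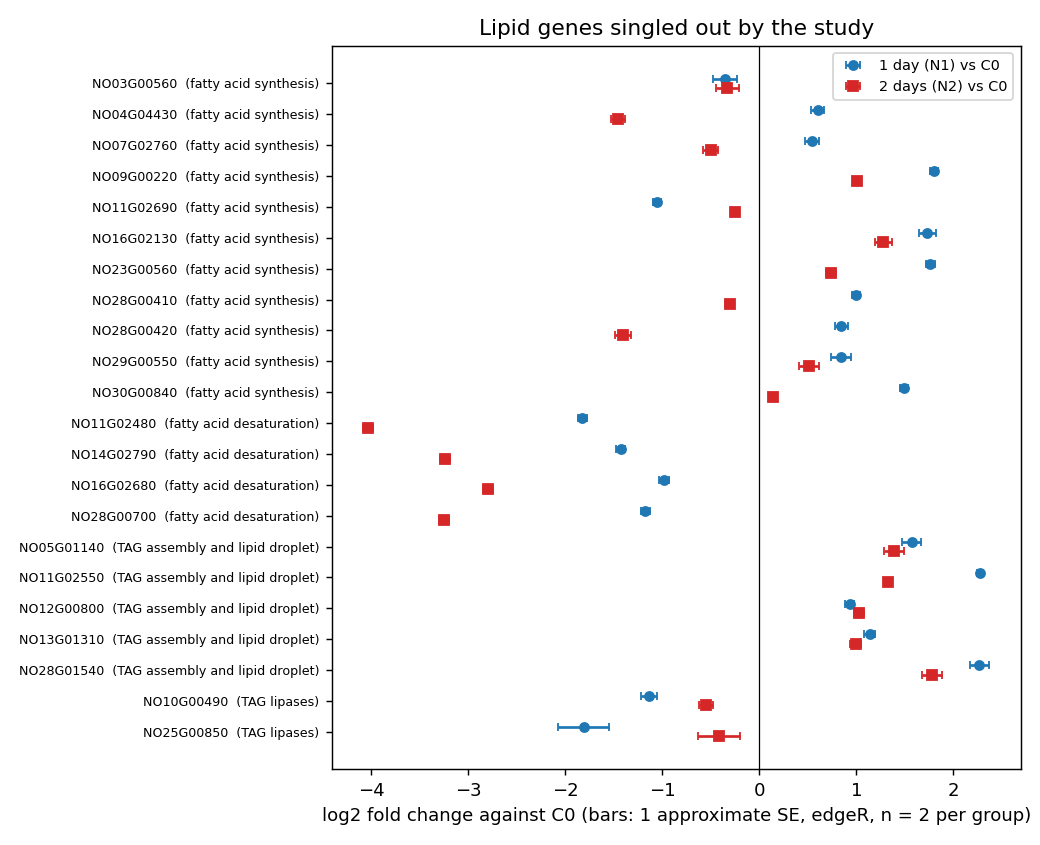
Log2 fold changes against C0 of the 22 lipid genes that the study named, after 1 day (blue circles) and 2 days (red squares) without nitrogen, with bars of 1 approximate SE. All 4 desaturases, which the study named as lower in these samples, lay below 0 on both days, at a median of -1.30 after 1 day and -3.25 after 2 days.

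Of 125 ribosomal protein genes 93 fell and 9 rose (median log2 fold change -0.97, camera adjusted p = 3.14e-10, and adjusted p = 0.254 with an estimated correlation), and 60S ribosomal protein L10a (NO23G00320) went from 722 ± 4.22 to 212 ± 14.4 CPM (-1.76 ± 0.052). The rises included mitochondrial ribosomal proteins, such as L19 (NO29G01470, 0.59 ± 0.20), whose call ended without C0 replicate 2 (adjusted p = 0.0988) or N1 replicate 2 (adjusted p = 0.0810), and L37 (NO25G00480, 0.56 ± 0.097). Aminoacyl-tRNA synthetases, which load tRNAs, had 30 of 49 lower and 12 higher (median log2 fold change -0.42, camera adjusted p = 0.0288, and adjusted p = 0.313 with an estimated correlation). An arginine-tRNA ligase (NO04G02920) fell (-2.08 ± 0.057) and a cysteine-tRNA ligase (NO19G01710) rose by 1.02 ± 0.071. The search for this list also caught a pair of alternative oxidases, enzymes of mitochondrial respiration, which rose (NO02G00280, 0.63 ± 0.073, and NO02G00290, 0.66 ± 0.046). Proteasome genes had 34 of 51 lower and 8 higher (median log2 fold change -0.56, camera adjusted p = 0.00418, and adjusted p = 0.217 with an estimated correlation), with a fall in the subunit beta type-2-B (NO11G02560, -1.61 ± 0.058). The rises in that list included a DNA helicase II subunit (NO03G00600, 0.93 ± 0.22), a DNA repair protein. Chaperones and heat shock proteins had 60 of 96 lower and 18 higher (median log2 fold change -0.43, camera adjusted p = 0.00328, and adjusted p = 0.217 with an estimated correlation), with a small heat shock protein falling from 490 ± 7.36 to 61.3 ± 6.19 CPM (NO18G01280) and another rising (NO08G01140, 0.90 ± 0.054). Autophagy genes had 11 of 20 higher and 4 lower (median log2 fold change 0.44, camera adjusted p = 0.0400, and adjusted p = 0.254 with an estimated correlation), a list call that ended without C0 replicate 1 (adjusted p = 0.0631) or N1 replicate 1 (adjusted p = 0.0580). Autophagy-related protein 13a (NO16G02570) rose by 1.47 ± 0.066 and autophagy-related protein 11 (NO06G02270) fell (-1.03 ± 0.16). Not every library had whole-number estimated counts for NO25G00480, NO19G01710, NO02G00280, NO02G00290, NO11G02560, NO03G00600 and NO16G02570.

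The remaining lists did not pass in this comparison. DNA replication had 10 of 32 members higher and 14 lower (median log2 fold change -0.30, camera adjusted p = 0.501), with a ribonucleotide reductase M2 subunit (NO04G04660) at 1.59 ± 0.24 and the helicase subunit mcm6 (NO03G05310) at -1.60 ± 0.11. Histones had 6 of 12 higher and 2 lower (median log2 fold change 0.18, camera adjusted p = 0.305), with histone H3.2 (NO14G01290) at 1.24 ± 0.098 and the centromeric CSE4 (NO09G00230) at -1.01 ± 0.23. Histone-modifying enzymes had 9 of 37 higher and 12 lower (median log2 fold change 0.051, camera adjusted p = 0.974), with histone deacetylase 6 (NO03G04700) at 1.78 ± 0.22 and an NAD-dependent protein deacylase (NO27G00700) at -2.32 ± 0.12. Antioxidant enzymes had 24 of 42 higher and 13 lower (median log2 fold change 0.36, camera adjusted p = 0.0815), with an L-ascorbate peroxidase (NO26G00430) at 2.97 ± 0.088, catalase (NO28G00660) at 1.66 ± 0.060 and a glutathione peroxidase (NO16G01410) at -1.67 ± 0.10. Of 165 loci without a chromosome number 39 were higher and 57 lower (median log2 fold change -0.091, camera adjusted p = 0.822). All the genes named in this paragraph passed edgeR's test. Estimated counts that were not whole numbers in every library belonged to NO26G00430.

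The largest changes of single genes were often between counts and none. Cytochrome P450 97B3 (NO02G03220) had no counts in C0 and 117 ± 0.956 CPM in N1, at least 200-fold higher. Likewise absent from the C0 counts were a thylakoid lumen peptidyl-prolyl isomerase (NO03G03320, at least 131-fold higher), purine nucleoside phosphorylase 1 (NO05G01230, at least 44.8-fold), diaminopimelate decarboxylase (NO23G01810, at least 44.1-fold) and the ubiquitin ligase HERC2 (NO01G03090), which had 497 and 90 counts in the N1 libraries. A potassium channel (NO29G01700) rose from 1.27 ± 0.170 to 633 ± 42.6 CPM (8.94 ± 0.12). With no counts in N1, a ribonuclease II (NO28G00860) was at least 180-fold lower, a Ty3-G transposon polyprotein (NO08G02500) at least 122-fold, vacuolar protease A (NO15G01050) at least 111-fold, a GRIK1-like kinase (NO07G04640) at least 91.6-fold, and chorismate mutase (NO03G02340), an enzyme of aromatic amino acid synthesis, at least 75.2-fold. The bounds are set against a floor of 3 counts per library and cover counting error only. Fractional estimated counts, in at least some libraries, underlay NO02G03220, NO03G03320, NO05G01230, NO23G01810, NO01G03090, NO29G01700, NO28G00860, NO08G02500, NO15G01050, NO07G04640 and NO03G02340. Of the genes called with at least an 8-fold change, 44.2% had estimated counts that were not whole numbers, against 25.3% of all genes called.

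Calls were made with edgeR's quasi-likelihood test at an adjusted p below 0.05, and the smallest absolute log2 fold change called was 0.117. Member counts adjusted over the list alone were the same as those over all genes, except for DNA replication (11 higher and 15 lower), histone-modifying enzymes (8 and 12) and the loci without a chromosome number (39 and 56). Light, washing, transfer and time differed between C0 and N1 together with nitrogen, so that the comparison cannot tell these apart. No list call held with an estimated correlation between genes.

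The second comparison set N2 against C0, for the state after 2 days without nitrogen. The nitrate transporter NO14G02450 reached 11310 ± 15.2 CPM, 55.7-fold its level in C0. Light harvesting genes, divided after 1 day, were now lower in 20 of 23 cases, and the desaturases, which the study named as lower in these samples, lay further below C0. As after 1 day, most genes of the TCA cycle (18 of 25) and chlorophyll synthesis (18 of 21) were higher than in C0 and most ribosomal protein genes (92 of 125) lower. None of these lists passed with an estimated correlation. In all 3410 genes rose and 3396 fell, 1348 and 1064 by at least 2-fold, and 314 and 237 by at least 4-fold. In at least some libraries the estimated counts of NO14G02450 were not whole numbers.

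The nitrogen list had 15 of 24 members higher and 6 lower (median log2 fold change 1.47, camera adjusted p = 0.00483, and adjusted p = 0.278 with an estimated correlation). Ferredoxin-nitrite reductase (NO26G00710) rose by 4.95 ± 0.031, NO30G00980 by 4.11 ± 0.058, and the ammonium transporter NO20G02430 fell (-2.06 ± 0.066). The urea cycle list had 4 of 8 higher and 4 lower (median log2 fold change -0.022, camera adjusted p = 0.988, with a test direction of up), with an arginase/deacetylase family gene (NO07G03880) at 0.64 ± 0.065 and ornithine carbamoyltransferase (NO04G04600) at -0.63 ± 0.077. Light harvesting genes fell (2 higher and 20 lower of 23, median log2 fold change -0.54, camera adjusted p = 0.000227, and adjusted p = 0.491 with an estimated correlation), among them the antenna protein NO09G00450 (-2.63 ± 0.046), while NO07G03080 rose by 0.41 ± 0.092. Photosystem and electron transport genes fell as well, 12 of 14, with 1 higher (median log2 fold change -0.48, camera adjusted p = 0.00647, and adjusted p = 0.337 with an estimated correlation). NO07G02610 fell by the largest amount (-1.65 ± 0.095). The 1 rise was another carboxyl-terminal-processing protease (NO25G01630, 0.38 ± 0.10), whose call ended without C0 replicate 2 (adjusted p = 0.0604). Chlorophyll synthesis rose (18 higher and 1 lower of 21, median log2 fold change 0.85, camera adjusted p = 0.000122, and adjusted p = 0.247 with an estimated correlation), with NO05G04210 at 1.66 ± 0.077 and a coproporphyrinogen-III oxidase-like gene (NO27G01310) as the only fall (-0.87 ± 0.075). The Calvin cycle did not pass (20 higher and 9 lower of 38, median log2 fold change 0.29, camera adjusted p = 0.164), with plastid fructose-1,6-bisphosphatase (NO10G02230) at 3.11 ± 0.086 and an NADP-dependent glyceraldehyde-3-phosphate dehydrogenase (NO01G04930) at -2.10 ± 0.044. Not every library had whole-number estimated counts for NO09G00450.

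TCA cycle genes rose (18 higher and 4 lower of 25, median log2 fold change 1.16, camera adjusted p = 0.000642, and adjusted p = 0.247 with an estimated correlation), with the iron-sulfur subunit of succinate dehydrogenase (NO01G05020) at 2.25 ± 0.066 and NO05G03790 at least 47.3-fold higher than in C0. The falls included the gene described as DHKTD1 (NO16G00280, -0.73 ± 0.092) and 3-isopropylmalate dehydrogenase (NO23G01030, -0.69 ± 0.059), an enzyme of leucine synthesis. Pyruvate and acetyl-CoA supply rose (18 higher and 5 lower of 26, median log2 fold change 0.49, camera adjusted p = 0.00826, and adjusted p = 0.431 with an estimated correlation), with the kinase NO03G02660 at 2.46 ± 0.067 and a pyruvate kinase (NO03G04590) at -0.74 ± 0.057. Beta-oxidation genes rose (16 higher and 3 lower of 26, median log2 fold change 0.60, camera adjusted p = 0.0329, and adjusted p = 0.278 with an estimated correlation), with a peroxisomal acyl-CoA oxidase (NO18G02010), the first enzyme of peroxisomal beta-oxidation, at 1.71 ± 0.11. The list also took in NO17G00030 (2.26 ± 0.17), whose description does not show that it acts in beta-oxidation. One of the risen members, NO02G01660, is described as a UDP-glucose 4,6-dehydratase, an enzyme of nucleotide sugar metabolism (0.39 ± 0.11). Its call ended with the DESeq2 test (adjusted p = 0.0695). Estimated counts that were not whole numbers in every library belonged to NO01G05020, NO05G03790, NO23G01030, NO03G02660 and NO02G01660.

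Of the study's 11 fatty acid synthesis genes 5 were higher and 6 lower after 2 days, and the list did not pass (median log2 fold change -0.26, camera adjusted p = 0.819). Acetyl-CoA carboxylase (NO09G00220, 1.01 ± 0.037), FabZ (NO16G02130, 1.28 ± 0.086), enoyl-ACP reductase (NO23G00560, 0.74 ± 0.050) and the acyl carrier protein NO29G00550 (0.51 ± 0.10) rose. NO30G00840 rose by 0.14 ± 0.041, a call that ended without N2 replicate 1 (adjusted p = 0.0901). The ketoacyl-ACP synthases fell below C0, with NO04G04430 at -1.46 ± 0.075, NO28G00420 at -1.41 ± 0.081 and NO28G00410 at -0.31 ± 0.046, as did the transacylase NO07G02760 (-0.50 ± 0.074) and NO11G02690 (-0.26 ± 0.041). NO03G00560 fell (-0.33 ± 0.12), but not with the DESeq2 test (adjusted p = 0.118) or without C0 replicate 1, C0 replicate 2, N2 replicate 1 or N2 replicate 2 (adjusted p = 0.0672, 0.0751, 0.0527 and 0.0782). The desaturases, named by the study as lower on both days in these samples, fell again, NO11G02480 from 1273 ± 49.4 to 77.9 ± 1.95 CPM (-4.03 ± 0.053), NO28G00700 with -3.25 ± 0.052, NO14G02790 with -3.24 ± 0.053 and NO16G02680 with -2.80 ± 0.055. Fractional estimated counts, in at least some libraries, underlay NO30G00840 and NO28G00700.

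The study's TAG assembly genes all rose (median log2 fold change 1.32, camera adjusted p = 0.00483, and adjusted p = 0.247 with an estimated correlation): NO28G01540 by 1.78 ± 0.10, NO05G01140 by 1.39 ± 0.099, NO11G02550 by 1.32 ± 0.023, NO12G00800 by 1.03 ± 0.048 and NO13G01310 by 0.99 ± 0.055. As the study described them as elevated in these samples, they are not independent evidence. Of the lipases, named as lower by the study, SDP1 (NO10G00490) fell (-0.55 ± 0.072) and ROG1 (NO25G00850) did not pass (-0.42 ± 0.22, adjusted p = 0.0983). The wider lists of fatty acid synthesis, desaturation and elongation, glycerolipid assembly and lipases did not pass. Fatty acid synthesis had 12 of 27 higher and 11 lower (median log2 fold change 0.15, camera adjusted p = 0.819), with a reducing polyketide synthase (NO01G02200) at 299 ± 1.68 CPM in C0 and 843 ± 35.7 CPM in N2. Desaturation and elongation had 10 of 30 higher and 15 lower (median log2 fold change -0.25, camera adjusted p = 0.387), with an elongation protein (NO12G02800) at 1.62 ± 0.081. Glycerolipid assembly had 10 of 27 higher and 9 lower (median log2 fold change -0.021, camera adjusted p = 0.819, with a mean of 0.11), with NO19G01680 at 2.29 ± 0.11 and the acyltransferase NO01G01000 at -2.12 ± 0.19. Lipases had 19 of 40 higher and 10 lower (median log2 fold change 0.18, camera adjusted p = 0.283), with NO30G00620 at 3.69 ± 0.077 and phospholipase ABHD3 (NO21G02500) at -2.01 ± 0.077. In at least some libraries the estimated counts of NO28G01540, NO05G01140, NO25G00850 and NO01G01000 were not whole numbers.

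Ribosomal proteins fell (8 higher and 92 lower of 125, median log2 fold change -0.49, camera adjusted p = 1.20e-08, and adjusted p = 0.337 with an estimated correlation), with a 50S protein L34 (NO03G03180) at -1.25 ± 0.072. The ribosome hibernation promotion factor (NO20G01720), which silences idle ribosomes and is no ribosomal protein, rose by 0.59 ± 0.048. Aminoacyl-tRNA synthetases fell (4 higher and 36 lower of 49, median log2 fold change -0.42, camera adjusted p = 5.51e-05, and adjusted p = 0.247 with an estimated correlation), with an alanine-tRNA ligase (NO08G02150) at -1.67 ± 0.049, and the largest rise in the list was that of the alternative oxidase NO02G00280 (1.21 ± 0.068). Chaperones fell (13 higher and 64 lower of 96, median log2 fold change -0.43, camera adjusted p = 5.51e-05, and adjusted p = 0.200 with an estimated correlation), with NO18G01280 at -2.27 ± 0.065, while heat shock factor protein 1 (NO12G00520), a transcription factor, rose by 1.22 ± 0.045. The proteasome list did not pass (19 higher and 12 lower of 51, median log2 fold change 0.0087, camera adjusted p = 0.819), with NO11G02560 at -1.36 ± 0.055 and the regulatory subunit NO29G01120 at 0.92 ± 0.085. Also not passing were autophagy (10 higher and 3 lower of 20, median log2 fold change 0.27, camera adjusted p = 0.123), with the activating molecule in BECN1-regulated autophagy protein 1 (NO22G01000) at 1.40 ± 0.14, DNA replication (14 and 7 of 32, median log2 fold change 0.28, camera adjusted p = 0.283), with NO04G04660 at 1.95 ± 0.22, and histones (4 and 5 of 12, median log2 fold change -0.16, camera adjusted p = 0.661), with histone H2A-IV NO10G02070 at -0.86 ± 0.13. Histone-modifying enzymes (6 higher and 13 lower of 37, median log2 fold change -0.020, camera adjusted p = 0.387), with NO27G00700 at -2.36 ± 0.11, and antioxidant enzymes (12 and 16 of 42, median log2 fold change 0.062, camera adjusted p = 0.819, with a mean of -0.025 and a test direction of down), with glutathione S-transferase A3 (NO15G02620) at 1.76 ± 0.20, did not pass either. Among the 165 loci without a chromosome number 44 were higher and 48 lower (median log2 fold change -0.25, camera adjusted p = 0.661). Not every library had whole-number estimated counts for NO03G03180, NO08G02150, NO02G00280 and NO11G02560.

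Among the largest single changes after 2 days, a manganese-transporting ATPase (NO10G01290) was at least 70.7-fold higher than in C0, where it had no counts, and a homolog of the regulator of nonsense transcripts 1 (NO13G02110), a helicase of mRNA decay, had no counts in C0 or N1 and 31.8 ± 10.8 CPM in N2, at least 54.3-fold higher than in C0. NO02G03220, NO05G01230 and NO03G03320 were at least 134-fold, 59.4-fold and 42.2-fold higher. NO28G00860, NO08G02500, NO15G01050 and NO03G02340 again had no counts and were at least 247-fold, 167-fold, 152-fold and 103-fold lower. A tRNA methyltransferase (NO10G02390) had no counts in N2, at least 44.5-fold lower, and a calcium-transporting ATPase (NO16G02820) fell from 1132 ± 12.8 to 53.3 ± 1.27 CPM (-4.41 ± 0.090). Estimated counts that were not whole numbers in every library belonged to NO10G01290, NO13G02110, NO02G03220, NO05G01230, NO03G03320, NO28G00860, NO08G02500, NO15G01050, NO03G02340, NO10G02390 and NO16G02820.

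The smallest absolute log2 fold change called at an edgeR adjusted p below 0.05 was 0.0853. Counts adjusted over the list alone differed for nitrogen (15 higher and 7 lower), aminoacyl-tRNA synthetases (5 and 36), the proteasome (18 and 12), chaperones (13 and 65) and the loci without a chromosome number (42 and 43), and equalled those over all genes for the other lists. The limits on light, washing, transfer and time given for N1 hold here too.

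The third comparison set N2 against N1, at the same light, for what changed between the first and the second day without nitrogen. Light harvesting genes fell in 22 of 23 cases. The desaturases of the study fell further, and its ketoacyl-ACP synthases, which had risen after 1 day, fell. Ribosomal protein genes rose in 81 of 125 cases, with NO23G00320 up by 0.83 ± 0.052. DNA replication genes rose in 19 of 32 cases with none falling. None of these 3 lists passed with an estimated correlation. In all, 2861 genes rose and 2772 fell, 847 and 356 by at least 2-fold, and 101 and 66 by at least 4-fold. The share of calls that were rises was 50.8%, 47.2% with DESeq2 size factors and 61.1% where only library totals scaled the counts.

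Light harvesting fell (median log2 fold change -0.70, camera adjusted p = 1.58e-08, and adjusted p = 0.296 with an estimated correlation), with NO09G00440 at -1.51 ± 0.056. Photosystem and electron transport genes fell (1 higher and 10 lower of 14, median log2 fold change -0.40, camera adjusted p = 0.00862, and adjusted p = 0.296 with an estimated correlation), with ferredoxin-NADP reductase (NO16G02580), which makes NADPH, at -0.63 ± 0.049. Chlorophyll synthesis fell (1 higher and 15 lower of 21, median log2 fold change -0.49, camera adjusted p = 0.000250, and adjusted p = 0.213 with an estimated correlation), with NO05G04210 at -0.78 ± 0.061 and the import component NO05G04600 at 1.84 ± 0.059. The Calvin cycle fell (5 and 21 of 38, median log2 fold change -0.45, camera adjusted p = 0.00265, and adjusted p = 0.319 with an estimated correlation), with NO01G04930 at -1.69 ± 0.044 and transketolase (NO14G02050) at 1.02 ± 0.055. Antioxidant enzymes fell (6 and 25 of 42, median log2 fold change -0.43, camera adjusted p = 0.000953, and adjusted p = 0.213 with an estimated correlation), with the ascorbate peroxidase NO26G00430 at -2.72 ± 0.081. The nitrogen list fell (7 and 13 of 24, median log2 fold change -0.30, camera adjusted p = 0.0404, and adjusted p = 0.296 with an estimated correlation), a call that ended without N1 replicate 2 (adjusted p = 0.0756) or N2 replicate 1 (adjusted p = 0.0547). In it NO30G00980 fell (-1.22 ± 0.046) and NO14G02450 rose by 0.57 ± 0.016. Fractional estimated counts, in at least some libraries, underlay NO09G00440, NO26G00430 and NO14G02450.

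Pyruvate and acetyl-CoA supply fell (4 higher and 15 lower of 26, median log2 fold change -0.26, camera adjusted p = 0.0220, and adjusted p = 0.334 with an estimated correlation), although ATP-citrate synthase (NO01G01420) rose by 1.34 ± 0.047. The study's fatty acid synthesis genes fell (1 and 9 of 11, median log2 fold change -1.03, camera adjusted p = 0.000701, and adjusted p = 0.213 with an estimated correlation), with NO28G00420 at -2.25 ± 0.075, NO04G04430 at -2.06 ± 0.072 and acetyl-CoA carboxylase (NO09G00220) at -0.79 ± 0.037. Desaturation and elongation fell (7 and 18 of 30, median log2 fold change -0.41, camera adjusted p = 0.0160, and adjusted p = 0.279 with an estimated correlation), with NO11G02480 at -2.21 ± 0.053 and the elongase NO03G03780 at 1.22 ± 0.077. Glycerolipid assembly fell (4 and 16 of 27, median log2 fold change -0.24, camera adjusted p = 0.0234, and adjusted p = 0.279 with an estimated correlation), with a mean of 0.12, of the opposite sign, that was -0.06 with NO01G01000 at its bound. That acyltransferase went from no counts in N1 to 11.2 ± 3.56 CPM, at least 18.2-fold higher. Histones fell (2 and 7 of 12, median log2 fold change -0.30, camera adjusted p = 0.0319, and adjusted p = 0.279 with an estimated correlation), a call that ended without N2 replicate 1 (adjusted p = 0.0544), with histone H2B NO10G02080 at -0.88 ± 0.072. All 4 study desaturases fell (median log2 fold change -1.95), both study lipases rose (0.59 ± 0.081 for NO10G00490 and 1.39 ± 0.27 for NO25G00850), and 3 of the 5 TAG assembly genes fell without the list passing (median log2 fold change -0.18, camera adjusted p = 0.169), among them NO11G02550 (-0.95 ± 0.023). Another of these, NO13G01310 (-0.15 ± 0.052), did not keep its call with library totals only (adjusted p = 0.410), without N1 replicate 1 (adjusted p = 0.118) or without N2 replicate 1 (adjusted p = 0.181). In at least some libraries the estimated counts of NO03G03780, NO01G01000 and NO25G00850 were not whole numbers.

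The lists that rose were ribosomal proteins (81 and 12 of 125, median log2 fold change 0.41, camera adjusted p = 7.50e-07, and adjusted p = 0.296 with an estimated correlation), the proteasome (35 and 6 of 51, median log2 fold change 0.49, camera adjusted p = 3.89e-05, and adjusted p = 0.213 with an estimated correlation), with the regulatory subunit NO04G01770 at 1.15 ± 0.077, and DNA replication (median log2 fold change 0.46, camera adjusted p = 0.000308, and adjusted p = 0.213 with an estimated correlation), with mcm6 (NO03G05310) at 1.11 ± 0.11 and the large subunit of ribonucleotide reductase (NO09G00830) at 0.85 ± 0.061. The others did not pass. Fatty acid synthesis had 9 of 27 higher and 12 lower (median log2 fold change -0.17, camera adjusted p = 0.229), lipases 19 and 9 of 40 (median log2 fold change 0.22, camera adjusted p = 0.333), beta-oxidation 9 and 6 of 26 (median log2 fold change -0.037, camera adjusted p = 0.701, with a mean of 0.17 and a test direction of up), and the TCA cycle 6 and 10 of 25 (median log2 fold change -0.042, camera adjusted p = 0.694, with a mean of 0.10). Aminoacyl-tRNA synthetases had 17 of 49 higher and 19 lower (median log2 fold change -0.0012, camera adjusted p = 0.694), chaperones 29 and 32 of 96 (median log2 fold change -0.026, camera adjusted p = 0.686), autophagy 1 and 4 of 20 (median log2 fold change 0.0053, camera adjusted p = 0.686, with a mean of -0.015), the urea cycle 2 and 6 of 8 (median log2 fold change -0.24, camera adjusted p = 0.192), histone-modifying enzymes 5 and 15 of 37 (median log2 fold change -0.12, camera adjusted p = 0.0875), and the loci without a chromosome number 32 and 35 of 165 (median log2 fold change 0.065, camera adjusted p = 0.930).

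Large single changes between the days included the phosphate permease PHO89 (NO24G00190), with 1308 counts in C0, 2 in N1 and 100 in N2, and a ratio of N2 to N1 of 36.6 (exact 95% interval 9.86 to 306). Both of the N1 counts were in replicate 2, and the log2 fold change of 5.05 was 4.07 without N1 replicate 1. NO13G02110 was at least 51.5-fold higher in N2 than in N1, and the kinase NO07G04640 at least 5.58-fold higher. A 3-methyl-2-oxobutanoate hydroxymethyltransferase (NO03G01360), an enzyme of pantothenate synthesis, was higher as well, with 7 and 47 counts in the N2 libraries and none in N1. NO10G02390 was at least 24.0-fold lower. A TEX14-like kinase (NO13G00830) fell from 51.0 ± 1.74 to 6.15 ± 0.914 CPM (-3.04 ± 0.16), and a mannan endo-1,4-beta-mannosidase (NO07G04110), which cuts mannan chains, from 17.0 ± 6.54 to 2.22 ± 2.71 CPM (-2.91 ± 0.51, -5.70 without N2 replicate 1 and -2.04 without N2 replicate 2). Phosphoglycolate phosphatase (NO03G01450), of photorespiration, fell from 65.9 ± 0.685 to 6.06 ± 8.56 CPM (-3.42 ± 0.48, and -2.45 without N2 replicate 2, the library with no counts of it), but not with the DESeq2 test (adjusted p = 0.185). HERC2 (NO01G03090), with 83 counts and 1 count in N2, fell (-3.23 ± 0.75, and from -1.61 to -8.39 with a library of N1 or N2 left out), though neither with the DESeq2 test (adjusted p = 0.308) nor without N1 replicate 1 (adjusted p = 0.114). Estimated counts that were not whole numbers in every library belonged to NO13G02110, NO07G04640, NO03G01360, NO10G02390, NO07G04110, NO03G01450 and NO01G03090. Counts that were not whole numbers belonged to 69.7% of the genes with at least an 8-fold change, against 25.5% of all genes called.

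**Figure D3:**
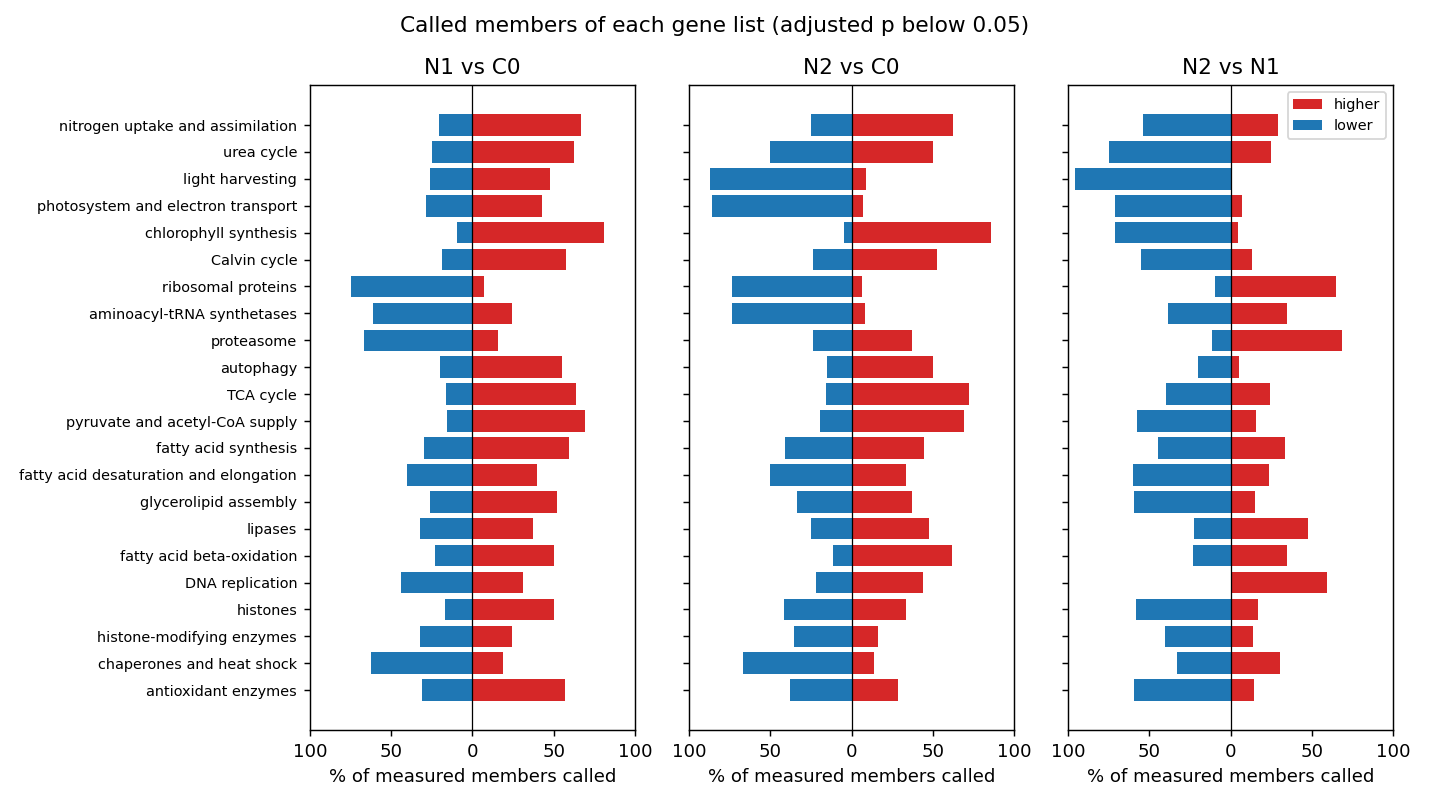
Percent of the measured members of each gene list that were called higher or lower by edgeR, in 3 panels for N1 against C0, N2 against C0 and N2 against N1. Ribosomal proteins had 93 of 125 members lower in N1 than in C0, and 81 of 125 higher in N2 than in N1.

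Calls between N2 and N1 reached down to an absolute log2 fold change of 0.0771. Counts adjusted over the list alone differed for photosystem and electron transport (1 higher and 11 lower), ribosomal proteins (81 and 13), aminoacyl-tRNA synthetases (17 and 20), autophagy (1 and 3), the TCA cycle (7 and 10), pyruvate and acetyl-CoA supply (4 and 16), lipases (20 and 9), histone-modifying enzymes (5 and 14), chaperones (29 and 33) and the loci without a chromosome number (29 and 32), and were the same for the other lists. Of 81 combinations of list and comparison 11 had a member at 0 in a whole group, and 0 medians moved by 0.005 or more when such members were set to their bound.

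The overlap of the first 2 comparisons was counted next. Rises shared by both days numbered 2418 and falls 2633, where independent lists of these sizes would share 1135 and 1260, and 436 genes went in opposite directions. At 2-fold or more, 836 rises and 717 falls were shared, where independence would give 179 and 158, and 9 genes were opposite. Both comparisons used the same C0 libraries, so that part of the excess may come from the shared controls, and a split of C0 would leave only 1 library on each side. In 20 simulations of unchanged groups against shared controls, a mean of 0.25 genes were called alike in both (0 to 1, against 5051 observed). With no gene changed that count is near 0 by construction, so it does not size the part due to shared controls. A deviation common to both C0 libraries was not simulated. The correlation of log2 fold changes across genes averaged 0.514 in the simulations (0.484 to 0.547) and was 0.795 in the data, and the covariance was 0.0227 against 1.41. Genes of the same sign made up 67.3% in the simulations and 78.9% in the data. Of the 3240 genes higher after 1 day, 1720 moved back toward C0 between the days, 414 moved further and 191 were lower than C0 after 2 days. Of the 3611 lower after 1 day, 1748 moved back, 529 moved further and 245 were higher than C0 after 2 days.

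The authors' deposited tables of called genes were checked against the counts. The authors' deposited table for N1 and C0 held 2613 genes (1345 higher and 1268 lower in N1), that for N2 and C0 2278 (1268 and 1010), and that for N1 and N2 1043 (730 and 313). Tested here were 2613, 2276 and 1042 of the genes in the authors' deposited tables, all with the same direction, and 2612, 2276 and 1040 were called. The median absolute difference between a log2 fold change here and in the authors' deposited table was 0.0461 for N1 and C0, 0.00660 for N2 and C0, and 0.00584 for N2 and N1.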

Values the study reported

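The study reported 2613 differentially expressed genes between C0 and N1 and 2278 between C0 and N2, at a fold change of more than 2 and P < 0.01, while its methods give a change of at least 2-fold and an FDR-corrected P of at most 1. It gave 1345 and 1268 of these as higher, and 1268 and 1010 as lower. It reported 1460 genes as shared by the 2 comparisons, a Pearson correlation above 0.97 between replicates, and 41.83 Gb of mRNA sequence. For the lipid droplet surface protein (NO11G02550) it gave a 4.2-fold rise.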

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

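In this part the comparisons with matched genes, for adjacent genes and genes of like description, were chosen after those shares were seen, and the test of adjacent pairs with whole counts after the other tests of its pattern were seen. The other tests of the patterns were written down before their values were seen, for patterns noticed in these data. The results below stood out because the changes against C0 differed between 1 and 2 days, by the test of N2 against N1 itself. Of the 163 named genes, chosen in part for large changes, 131 differed, against 5633 of all 9736 genes tested. Only those called in opposite directions are given singly, a narrowing made after the values were seen.

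The median log2 difference of N2 minus N1 was -0.30 for nitrogen uptake and assimilation, -0.70 for light harvesting, -0.40 for photosystem and electron transport, -0.49 for chlorophyll synthesis and -0.45 for the Calvin cycle. It was 0.41 for ribosomal proteins, 0.49 for the proteasome and 0.46 for DNA replication. For pyruvate and acetyl-CoA supply it was -0.26, for fatty acid desaturation and elongation -0.41, for glycerolipid assembly -0.24, for histones -0.30, for antioxidant enzymes -0.43 and for the study's fatty acid synthesis genes -1.03. None of these list differences passed with an estimated correlation.

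In 11 named genes the calls against C0 had opposite signs on the 2 days. The difference of N2 minus N1 was -2.06 for NO04G04430, -2.25 for NO28G00420 and -1.30 for NO28G00410 (ketoacyl-ACP synthases), -1.05 for the transacylase NO07G02760, -1.27 for the cytochrome b6-f subunit NO05G02060 and -0.63 for ferredoxin-NADP reductase (NO16G02580). It was 1.84 for the import component NO05G04600, 1.68 for the polyketide synthase-like NO03G02790, 1.56 for NO02G01660, -0.88 for histone H2B (NO10G02080) and -3.04 for the TEX14-like kinase (NO13G00830). For NO05G02060 and NO02G01660 a call against C0 ended with the DESeq2 test (adjusted p = 0.198 for NO05G02060 in N1 and 0.0959 in N2, and 0.0695 for NO02G01660 in N2). The calls of NO05G02060 also ended in N1 without C0 replicate 2 (adjusted p = 0.175) or N1 replicate 2 (0.0546), and in N2 without C0 replicate 1 (0.0591).

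The first pattern was that 49 genes had no counts in both libraries of one group and a mean of at least 10 CPM in another, with at least 40 counts in each library of that other group. Where they were on, 9.18% of their estimated counts were whole, against 77.6% for genes matched on level, a difference of -68.4 percentage points (95% interval -75.5 to -60.2), so that reads apportioned between loci are a candidate explanation for their on and off values. Of 45 such genes with a neighbour, 28 (62.2%, 95% interval 47.6 to 74.9) had an adjacent gene that changed the other way, against 43.6% of matched genes. That change had to be at least 50% of the gene's own change in counts, with no upper limit. Of those sharing a description with another gene 47.8% (29.2 to 67.0) had such a partner, against 31.3%. Matched genes were alike in level but not in size of change. Where their own change was smaller, a smaller opposite change sufficed, so both shares of matched genes may be too high for this comparison. Whether reads moved to an adjacent gene or to one of like description cannot be told apart from a change of the gene itself, since both intervals span 50%. A true switch of these genes in the cells stays open and untested.

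The second pattern was that changes after 1 day were partly undone after 2 days, with a slope of -0.277 of N2 minus N1 on N1 minus C0 across genes. Noise in the N1 libraries, which enter both differences, would by itself give a negative slope, but with different N1 libraries in each difference it was still -0.245 one way and -0.252 the other. That exchange removes only noise of single libraries. A deviation shared by both N1 libraries, as from a single culture, would stay in both differences and cannot be told apart here. Among 2610 genes with at least 100 CPM the slope was -0.213, against -0.249 over all genes, which argues against low counts as the source. Washing and transfer, apart from nitrogen, may have raised or lowered genes for a day, and with 0 libraries from cultures transferred into medium with nitrogen this cannot be told apart from a response to nitrogen. A response to nitrogen that fades stays open and untested.

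The third pattern was that adjacent genes changed alike, with a correlation of 0.151 across pairs for N1 against C0, 0.167 for N2 against C0 and 0.0942 for N2 against N1, each above 1000 shuffled orders. For N1 against C0, pairs corrected for length and level kept 0.151 and pairs with whole counts 0.179. These values argue against length and level, and apportioned reads, as the whole source in that comparison. For N2 against C0, adjacent pairs with whole counts kept 0.195. The 3308 pairs whose named functions differ kept 0.122 for N1 against C0. Pairs lacking a named function dropped out there, and copies named differently counted as different, so tandem copies cannot be excluded. At 2 places the correlation was 0.0548 for N1 against C0 and 0.0576 for N2 against C0, above the shuffles, but 0.0277 for N2 against N1, within them. The lowest value at 2 to 5 places for N1 against C0 was -0.00301, within the shuffles. Reads of overlapping genes without strand could give such a short range, and this cannot be told apart from shared regulation, since gene positions were not used here. No biological explanation was tested.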

How the results depend on the processing

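Of the alternatives in this part only the count of genes with whole counts was chosen after the data were seen. It called 5270 genes for N1 against C0, 5264 for N2 against C0 and 4457 for N2 against N1, of 7293. Requiring at least a 2-fold change lowered the calls to 2746, 2412 and 1203, and a p below 0.01 with at least a 2-fold change to 2653, 2322 and 1132, fewer by construction. Shared changes against C0 went from 5051 to 1553 and 1501 in the same way. The other settings stayed within 1.5 times. DESeq2 gave 5811, 5637 and 4303 genes, and leaving out each library in turn, where the lone sample is assumed to vary like the other groups, 6203 to 6805, 6070 to 6855 and 4892 to 5567. Replicate numbers do not pair the samples: in the replicate block fit 6745, 6689 and 5527 genes were called, and deviations of equal numbers correlated at -0.0274, -0.0251 and 0.0397.

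Of the lists, 12, 11 and 14 passed with the preset correlation, in the same order of comparisons, 0, 0 and 0 with an estimated correlation, and 22, 22 and 21 with fry, which asks a different question. Those passing with the preset include the study's TAG assembly genes in both comparisons against C0. They also include its fatty acid synthesis genes in N1 against C0 and N2 against N1. As the study named these genes on the same samples, they are not independent evidence. With fry the direction was the opposite for photosystem and electron transport (adjusted p = 0.0126) and histone-modifying enzymes (adjusted p = 0.0172) in N1 against C0, and the cause was not tested. Leaving out a library gave 11 to 12, 11 and 12 to 14 lists. Autophagy in N1 against C0 did not pass without C0 replicate 1 (adjusted p = 0.0631) or N1 replicate 1 (0.0580), nitrogen in N2 against N1 without N1 replicate 2 (0.0756) or N2 replicate 1 (0.0547), and histones in N2 against N1 without N2 replicate 1 (0.0544), while histone-modifying enzymes in N2 against N1 passed without N1 replicate 2 (0.0425).

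No named gene reversed in any setting run on it. In at least 1 setting 11 of the 163 lost a call in N1 against C0, 9 in N2 against C0 and 16 in N2 against N1, and 2, 3 and 11 gained one. Of the genes that the authors deposited as called, 2613, 2276 and 1042 had the same direction here, and 2522, 2157 and 914 of those with at least a 2-fold change and an adjusted p below 0.01. A 1.5-fold change was missed in part of the simulated cases at this depth.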

Other observations

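All tests of pathways in this part were chosen after the data were seen. They used the 85 KEGG pathways of 15 to 300 tested genes given in the files, with camera and a preset correlation. For N1 against C0 13 pathways passed as higher and 6 as lower, for N2 against C0 14 and 7, and for N2 against N1 7 and 13, of which some are given here. None passed with an estimated correlation, where the adjusted p was 0.384 or more for N1 against C0, 0.472 or more for N2 against C0 and 0.360 or more for N2 against N1. After 1 day 42 of 55 genes of oxidative phosphorylation, which makes ATP in mitochondria, were higher and 8 lower (adjusted p = 7.19e-06, and adjusted p = 0.384 with an estimated correlation), and between the days 36 fell and 3 rose (adjusted p = 3.78e-05, and 0.360 with an estimated correlation). Glyoxylate and dicarboxylate metabolism had 31 of 41 genes higher and 3 lower (adjusted p = 1.43e-06, and 0.384), glycolysis and gluconeogenesis 45 of 68 and 12 (adjusted p = 6.18e-05, and 0.384), and the peroxisome 32 of 59 and 12 (adjusted p = 0.00399, and 0.384). Protein processing in the endoplasmic reticulum had 79 of 124 lower and 24 higher (adjusted p = 0.00399, and 0.384), RNA transport 54 of 97 and 13 (adjusted p = 0.00608, and 0.384), and protein export 20 of 32 and 2 (adjusted p = 0.00758, and 0.464).

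After 2 days ribosome biogenesis, which builds ribosomes in the nucleolus, had 55 of 80 genes lower and 8 higher (adjusted p = 1.19e-05, and adjusted p = 0.472 with an estimated correlation), and the spliceosome 64 of 129 lower and 19 higher (adjusted p = 0.00974, and 0.472). Degradation of valine, leucine and isoleucine had 28 of 44 genes higher and 5 lower (adjusted p = 0.00409, and 0.472) and propanoate metabolism 20 of 28 and 3 (adjusted p = 0.00408, and 0.472). Between the days N-glycan biosynthesis rose (18 of 32 higher and 2 lower, adjusted p = 0.00160, and 0.360 with an estimated correlation), as did mismatch repair (17 of 29 and 4, adjusted p = 0.0126, and 0.401).

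Fatty acid biosynthesis had 21 of 26 genes higher and 4 lower after 1 day (adjusted p = 0.000396, and adjusted p = 0.384 with an estimated correlation), whereas the fatty acid synthesis list searched by description did not pass (adjusted p = 0.104). Fatty acid metabolism had 36 of 57 higher and 12 lower (adjusted p = 0.00399, and 0.384). After 2 days fatty acid biosynthesis did not pass (17 of 26 higher and 8 lower, adjusted p = 0.0993), and between the days 16 of its genes fell and 5 rose (adjusted p = 0.0332, and 0.458 with an estimated correlation). Aminoacyl-tRNA biosynthesis did not pass after 1 day (20 of 59 higher and 28 lower, adjusted p = 0.422), although the list of aminoacyl-tRNA synthetases searched by description did (adjusted p = 0.0288). After 2 days the pathway was lower (34 of 59 lower and 9 higher, adjusted p = 0.00704, and 0.472 with an estimated correlation). Carbon fixation in photosynthetic organisms had 29 of 45 genes higher and 8 lower after 2 days (adjusted p = 0.00409, and 0.472). The Calvin cycle list searched by description did not pass there (adjusted p = 0.164). Between the days carbon fixation did not pass (10 of 45 higher and 21 lower, adjusted p = 0.0948). The Calvin cycle list did pass then, as lower (adjusted p = 0.00265).

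The lipid droplet surface protein NO11G02550 was 4.82-fold higher in N1 than in C0 and 2.51-fold higher in N2 than in C0, with 2 libraries a group. The value after 1 day is higher, and that after 2 days lower, than the value quoted from the study above. The study does not state to which of the 2 comparisons its value belongs.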
